A study of Mus musculus with 18 samples.

How the data were processed

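RNA abundance was measured by RNA sequencing in 18 libraries from mouse oligodendrocyte progenitor cells (OPCs), the dividing cells that give rise to the myelin-forming oligodendrocytes. The cells were clonal lines grown from primary neural stem cells. Per the labels, 3 control clones (D7, D3 and E8) and 3 Thap1 null clones (3F, D6 and 7F) were sampled as OPCs (day 0) and after 2 and 4 days in differentiation medium with thyroid hormone (DIV2 and DIV4). Each of the 6 combinations of genotype and stage therefore held 3 libraries. Per the labels' protocols, libraries were made from total RNA with a stranded kit that includes a step to remove ribosomal RNA. How the null clones were made is not stated in the labels.

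The deposited values are TPM, transcript abundance corrected for length and scaled to a fixed total, with one value per Ensembl transcript and library, for 93666 transcripts. The authors' aligner, quantifier, genome build, annotation and filters are not stated in the labels or the file header. Each deposited TPM column sums to 1000000 over all transcripts, small noncoding RNAs included, so a rise in one transcript lowers all others in that library. The deposited table also gives a transcript length, whose unit the authors do not state. The length correction did not use it, but the lengths of the reference sequences named below. TPM keeps no sequencing depth. Depth per library is therefore unknown, no counting error or detection floor could be given, and precision rests on the 3 clones per group.

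Transcript TPM was summed by gene symbol to 38046 genes. The table held 25 gene names turned into dates, and their symbols were restored through the transcript identifiers. Coordinates, the biotypes of named genes and sequences came from GENCODE M21 on GRCm38, in which 96.5% of the transcript identifiers were found. Sums over protein-coding transcripts used the biotype given in the deposited table. The M21 release may not be the one the authors used. For the most abundant transcript of each gene, the share of its 31-mers (31-base words) that also occur in transcripts of another gene was computed from the M21 sequences. This share is given below as that of the gene. A gene sharing at least 10% of its 31-mers is reported as uncertain, since reads could be split between the copies.

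Genes with a mean of at least 1 TPM over the 18 libraries (12894 genes) were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). Changes are given on that scale, which understates the change of low genes. One mean per group was fitted to all 18 libraries, which share one estimate of the spread, with eBayes and a mean trend. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called when the adjusted value was under 0.05. The comparisons were null against control at each stage, DIV2 and DIV4 against OPC within each genotype, and the interactions (the change in null minus the change in control). A further comparison of null with control over all stages used the mean of each clone's 3 libraries, so that each clone counted once.

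Scores were computed for 4 gene lists: oligodendrocyte (25 genes), OPC (20 genes, of which 19 were in the table), glycosaminoglycan and lysosome (16 genes) and cell cycle (24 genes). Further lists, written at the same time, were scored and tested in the same way: astrocyte (12 genes), neuron (12 genes), microglia (10 genes), mesenchymal (10 genes), Y chromosome (4 genes) and Xist alone. A score is the mean log2(TPM + 1) over a list, without a filter. Scores and single values were compared with two-sided exact permutation tests, for which 3 against 3 clones give a smallest possible p of 0.1. No such test can pass 0.05. Scores used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

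The gene lists, the designs, the rule for naming genes and most processing alternatives were fixed before the data were examined. The rule named Thap1 first, then Gusb, Pdgfra, Cspg4, Myrf, Mbp and Mog, and 1 further gene that is not reported here. It added, for the 3 genotype comparisons, control DIV4 against OPC and the DIV4 interaction, the 3 largest rises and the 3 largest falls. These had to be called, reach a mean of 5 TPM and show no overlap between the groups (for the interaction, between the clones' changes). For null against control over all stages it took the 5 largest in each direction. Genes named outside this rule are said to have been chosen after their values were seen.

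Alternatives fixed in advance were a pseudocount of 0.1, no filter, a mean of 5 TPM, median-of-ratios scaling (factors from 7757 genes), quantile normalization, eBayes without the trend and a log2 change of at least 1. They also included a fit on only the 6 libraries compared, leaving out each clone, and the clone as a replicate block. Values after median-of-ratios scaling are called rescaled, and the factors assume that most genes do not change. After the data were seen, the rescaled results were given alternatives of their own, because the deposited values of the control OPC libraries proved to be filled by a few noncoding features. Alternatives added at that point were protein-coding transcripts alone rescaled to a total of 1000000, a loess correction for transcript length and GC content (span 0.3), and the block, the fit on 6 libraries, the log2 minimum and the leave-one-out fits on rescaled values.

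The pairing of libraries comes from the clone names in the labels, which give the same clone at 3 stages. A clone block applies to comparisons between stages, and to the genotype comparisons only as a random effect, since each clone has one genotype.

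The fits were tested on simulated data with 12894 genes, of which 200 were changed by 1.5 on the log2 scale. Apart from these changes, each gene had the same mean and spread in every group, both taken from rescaled values. No shift in library composition was simulated, so the false calls below do not apply to comparisons with the deposited control OPC values. The fit of group means recovered 154 of the 200 genes (77%) with 3 false calls for null against control at DIV4. It recovered 124 (62%) with 5 false calls for the interaction. When the libraries of a clone were simulated with a correlation of 0.3, it recovered 157 genes with 15 false calls for null against control at DIV4.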

Results

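RNA abundance was compared between 3 control and 3 Thap1 null clonal OPC lines at 3 stages of differentiation, in 18 libraries with 1 library per clone and stage. THAP1 is a zinc-finger transcription factor, and the series asks how its loss affects oligodendrocyte development. The values were TPM as the authors deposited them, and sequencing depth is unknown. The number of transcripts with a value above 0 ranged from 54031 in control E8 at the OPC stage to 70964 in null 7F at DIV2.

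The libraries differed first in composition. Protein-coding transcripts held 7.52% ± 2.15 (SD, n = 3) of the TPM in control OPCs and 24.3% ± 4.78 (SD, n = 3) in null OPCs. In the 12 libraries from DIV2 and DIV4 the share ranged from 20.8% to 38.8%. Of the control OPC TPM, 75.8% ± 11.7 (SD, n = 3) lay in 3 noncoding features, mmu-mir-6236, Gm15662 and Gm26924, which were singled out after their values were seen. mmu-mir-6236 is annotated as a microRNA at chromosome 9, 110281287 to 110281409 (GRCm38). The same identifier as Gm26924 is a lincRNA at chromosome 17, 39846958 to 39848788, and Gm15662 was not matched in the annotation used here. The 3 features held 64.8% to 88.0% in the control OPC libraries, 34.8% in null D6 OPCs and 0.359% to 3.17% in the other 14 libraries. Transcripts of the signal recognition particle RNA held between 1.2% and 59.1% of a library; this gene, Metazoa_SRP, shares 100% of its 31-mers with others and is uncertain.

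**Figure D1:**
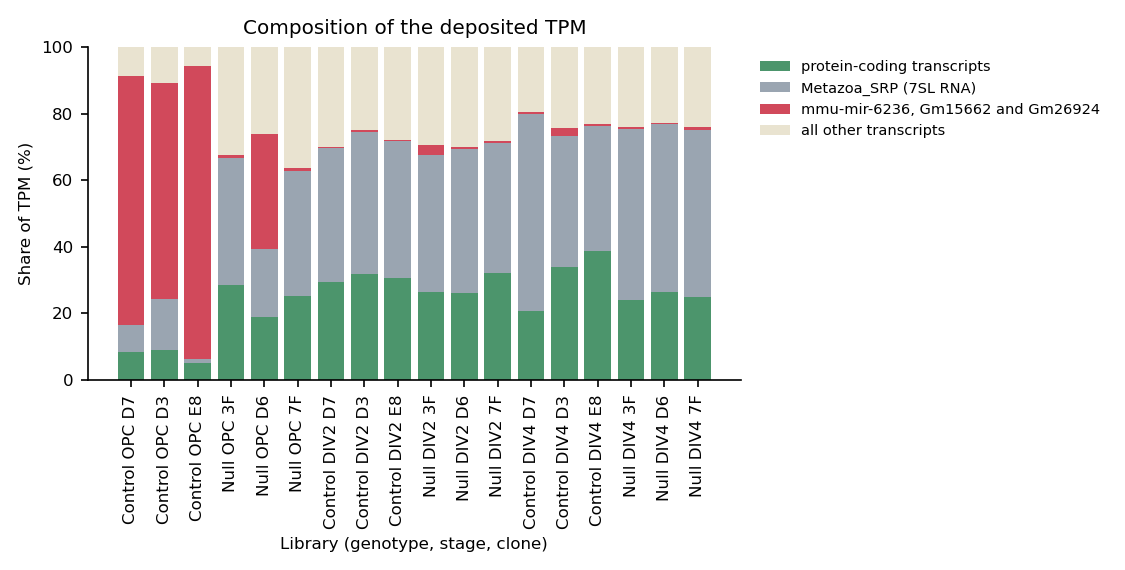
Share of the deposited TPM (percent, vertical axis) in protein-coding transcripts, signal recognition particle RNA (Metazoa_SRP), the features mmu-mir-6236, Gm15662 and Gm26924, and all other transcripts, 1 bar for each of the 18 libraries. The 3 features fill 64.8% to 88.0% of the control OPC bars and 34.8% of the null D6 OPC bar.

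Because TPM sums to the same total in each library, this composition enters every comparison with the control OPC group. The labels give no batch, and no control OPC library was free of this load, so the OPC comparison of genotypes could not be repeated among libraries of like composition. Median-of-ratios factors were 0.117 to 0.316 in the control OPC libraries, 0.722 to 1.30 in the null OPC libraries and 0.981 to 1.97 at DIV2 and DIV4. The deposited values are the main result, as fixed in advance, and rescaled values are given beside many of them.

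The targeted gene was examined in each library first. Thap1 (ENSMUSG00000037214) lies at chromosome 8, 26158141 to 26164151, plus strand. Its most abundant transcript, a retained intron described below, shares 12.5% of its 31-mers with other genes, so Thap1 is uncertain by the rule used here. No such share was computed for the Thap1 coding transcripts. Its 2 protein-coding transcripts summed to 1.03 TPM ± 0.531 in control and 0.606 ± 0.048 in null OPCs (SD, n = 3, exact permutation p = 0.4). The control clones D7, D3 and E8 had 1.28, 1.39 and 0.421 TPM, and the null clones 3F, D6 and 7F had 0.657, 0.561 and 0.6. After rescaling the OPC values were 4.18 ± 0.512 and 0.626 ± 0.138 (SD, n = 3, exact permutation p = 0.1). At DIV2 the coding transcripts had 3.71 TPM ± 0.896 in control and 0.762 ± 0.311 in null (SD, n = 3, exact permutation p = 0.1). At DIV4 they had 4.66 TPM ± 1.13 in control and 0.667 ± 0.425 in null (SD, n = 3, exact permutation p = 0.1). The value 0.1 is the smallest these tests can give, and at DIV2 and DIV4 the genotypes did not overlap.

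Summed over all its transcripts, Thap1 was not lower in null. Its log2 change was 2.25 (SE 0.30, limma adjusted p = 3.68e-05) in OPCs, 0.56 (SE 0.30, adjusted p = 0.651) at DIV2 and 0.06 (SE 0.30, adjusted p = 0.967) at DIV4. After rescaling the changes were 0.73 (adjusted p = 0.034), 0.68 (adjusted p = 0.107) and 0.2 (adjusted p = 0.641), with an SE of 0.21. Over protein-coding transcripts alone, an alternative chosen after the data were seen, the changes were -1.93, -1.85 and -2.25. The difference lay in ENSMUST00000127536, annotated as a retained intron of 2 exons at 26158255 to 26158521 and 26159098 to 26159412. It had 10.1 ± 2.35, 10.2 ± 2 and 9.5 ± 3.07 TPM in null at the OPC stage, DIV2 and DIV4. In control it had 0.512 ± 0.532, 3.3 ± 1.08 and 4.84 ± 1.13 TPM (SD, n = 3 each, exact permutation p = 0.1 at each stage). Of its 31-mers, 52.9% also occur in the coding transcripts, so the split between these transcripts is uncertain.

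Gusb (ENSMUSG00000025534, chromosome 5, 129989011 to 130003049, minus strand) encodes the lysosomal enzyme beta-glucuronidase. At DIV2 it had 6.65 TPM ± 1.49 in control and 0.5 ± 0.248 in null, and at DIV4 8.26 ± 1.39 and 0.489 ± 0.246 (SD, n = 3 each). Its log2 changes were -2.35 (SE 0.32, limma adjusted p = 0.000308) at DIV2 and -2.64 (SE 0.32, adjusted p = 9.68e-05) at DIV4, and -1.95 (adjusted p = 0.000124) and -2.23 (adjusted p = 3.44e-05) after rescaling. In OPCs the change was -0.34 (SE 0.32, adjusted p = 0.317) on the deposited TPM and -1.84 (SE 0.22, adjusted p = 0.000182) after rescaling.

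**Figure D2:**
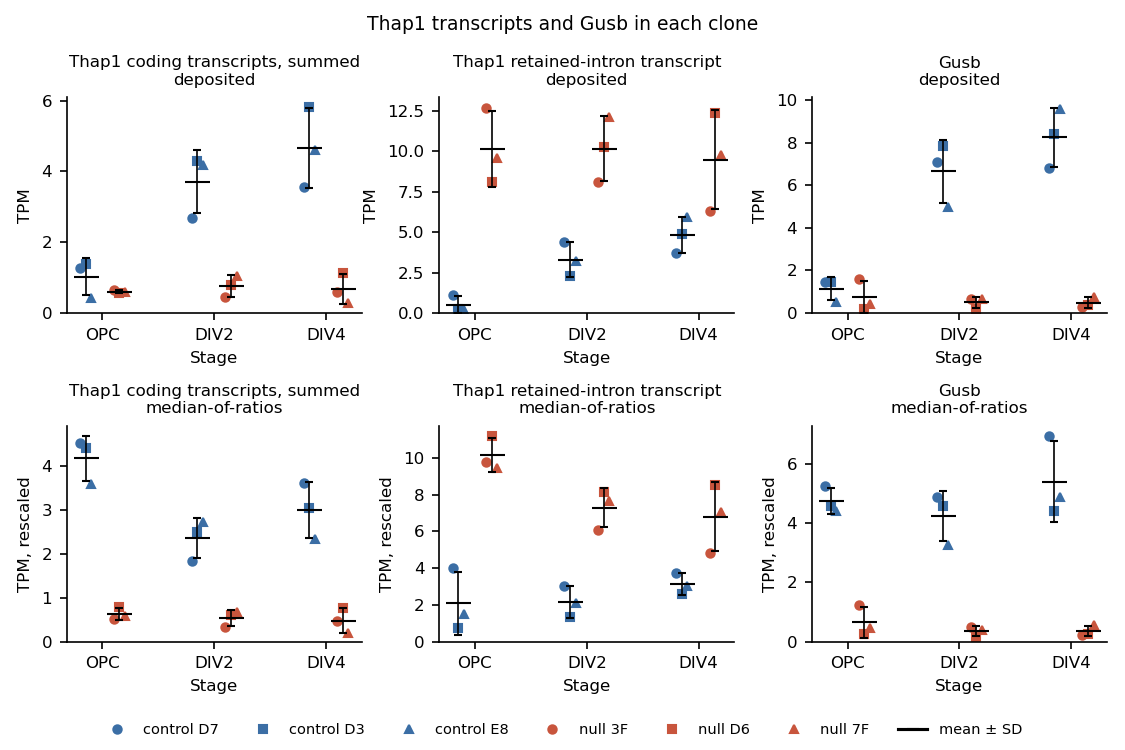
TPM (vertical axes, from 0) of the summed Thap1 coding transcripts, the Thap1 retained-intron transcript and Gusb at each stage, deposited (top) and rescaled (bottom), with 1 point per clone and the mean ± SD of 3 clones. At DIV2 and DIV4 the coding transcripts and Gusb are lower in every null clone than in every control clone, and the retained-intron transcript is higher.

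Between genotypes in OPCs, 10446 of 12894 genes were called on the deposited TPM, 10407 higher and 39 lower in null. The median change of all genes was 1.5. Among the alternatives to the deposited values, the count moved most under median-of-ratios scaling: 1535 genes were called, 745 higher and 790 lower, with a median change of 0.03. Quantile normalization gave 1615 genes, 37% of them higher in null, with a median change of -0.06. Of the deposited calls, 784 were also called in the same direction after rescaling, and the sign reversed for 4446. Groups did not overlap for 85.1% of genes on the deposited TPM, against 10% by chance for 3 against 3.

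The largest rises in null OPCs under the naming rule were Gm26316, Gm10800 and Gm13841, and the largest falls were Lars2, Gm26825 and Gm15564. Gm26316, an snRNA gene at chromosome 11, 101604850 to 101605040, had 0.721 TPM ± 1.25 in control and 1585 ± 273 in null (SD, n = 3). Its log2 change was 10.06 (SE 0.77, limma adjusted p = 4.55e-07), but it shares 86.3% of its 31-mers with other genes. Gm13841, which had no match in the annotation used here, rose by 7.99 (SE 0.30, adjusted p = 2.9e-11). Gm10800 shares 46.8% of its 31-mers with other genes, and its change of 8.07 (SE 1.89, adjusted p = 0.00109) was not called after rescaling (6.83, adjusted p = 0.0522). Lars2 (chromosome 9, 123366927 to 123462666) had 16784 TPM ± 4485 in control OPCs and 12.3, 7290 and 150.6 TPM in null 3F, D6 and 7F. It fell by 6.06 on the log2 scale (SE 1.64, adjusted p = 0.00305). Gm26825 shares 15% of its 31-mers and fell by 5.49 (SE 0.23, adjusted p = 1.02e-10), and Gm15564, an antisense gene, fell by 5.09 (SE 1.14, adjusted p = 0.00074). The strand setting of the authors' quantification is not stated, so Gm15564 is uncertain. In null 3F, D6 and 7F OPCs it had 2.01, 312.0 and 6.7 TPM. Lars2 and Gm15564 were thus highest in D6, the null clone with 34.8% of its TPM in the noncoding features above. Their falls cannot be told apart from this difference in library composition. Gm26825 did not follow it, with 0.315, 0.16 and 0.177 TPM in null 3F, D6 and 7F.

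At DIV2, 203 genes were called between genotypes, 87 higher and 116 lower in null, with a median change of all genes of -0.15. After rescaling 365 were called, 209 higher and 156 lower, and 165 genes were called in the same direction in both. At DIV4 the counts were 358 (115 higher, 243 lower, median change -0.17) and 653 after rescaling (340 higher, 313 lower), with 279 shared in the same direction. At DIV4 the share of calls that were higher in null was 32.1% deposited and 52.1% rescaled. Groups did not overlap for 27.2% of genes at DIV2 and 15.4% at DIV4, against 10% by chance. With the clone as a random replicate block, 10449, 206 and 358 genes were called in OPCs, at DIV2 and at DIV4. This block used an estimated within-clone correlation of 0.011, so it could change the counts little. The mean correlation of deviations was 0.11 between libraries of the same clone and -0.05 between different clones. The second value largely follows from the first, since deviations from a group mean cancel within the group.

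Under the naming rule the largest rises at DIV2 were Gm13841 (7.26), Rpl3-ps1 (6.95) and Gm26316 (6.71), and at DIV4 Gm13841 (6.57), Rpl3-ps1 (6.37) and BC002163 (5.96), as log2 changes. The largest falls at DIV2 were Rpl34-ps1 (-7.79), Gm23766 (-6.62) and Gm6166 (-6.55), and at DIV4 Rpl34-ps1 (-7.77), Gm6166 (-7.65) and Rpl29 (-6.15). Rpl3-ps1, Rpl34-ps1, Gm6166 and BC002163 are annotated as processed pseudogenes and share 97.4%, 100%, 78.1% and 81.0% of their 31-mers with other genes. Gm23766 was listed at 0 in the 3 null DIV2 libraries, and at 148.8, 65.5 and 94.7 TPM in control D7, D3 and E8. At DIV4 it was at 100.6, 119.5 and 48.8 TPM in null 3F, D6 and 7F, against 0, 0 and 196.4 TPM in control D7, D3 and E8, so the fall was not seen at that stage. In OPCs it was at 0 in all libraries but null 3F. It shares 50% of its 31-mers with other genes and is uncertain. Its limma adjusted p of 0.024 at DIV2 was the highest of these genes on the deposited TPM.

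Rpl29 (ENSMUSG00000048758, chromosome 9, 106429454 to 106431568, plus strand) encodes a ribosomal protein. At DIV4 it had 196.7 TPM ± 64.5 in control and 1.69 ± 0.377 in null (SD, n = 3), with an SE of 0.37 and a limma adjusted p of 2.33e-08. It shares 78.0% of its 31-mers with other genes. Rpl3-ps1 (chromosome X, 13202571 to 13203780) had 1.2 TPM ± 0.745 in control and 174.6 ± 8.60 in null at DIV4. Rpl34-ps1 (chromosome 6, 71124610 to 71124963) had 255.5 ± 108.3 in control and 0.107 ± 0.182 in null at DIV4 (SD, n = 3 each). All of these are uncertain, because reads could be split between a gene and its copies.

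Over all stages, on the 6 clone means, 3053 genes were called, 2902 higher and 151 lower in null, with a median change of 0.40. After rescaling 426 were called, 247 higher and 179 lower. The rises named by the rule were Gm13841 (7.27, limma adjusted p = 8.97e-07), Rpl3-ps1 (7.04), Gm26316 (6.93), BC002163 (5.85) and U3 (5.38, adjusted p = 0.0421, 0.14 after rescaling). The falls were Rpl34-ps1 (-6.85), Gm6166 (-5.88), Rpl29 (-5.66), Gm8730 (-4.76) and Gm10184 (-4.27). U3, Gm8730 and Gm10184 share 100%, 88.3% and 99.0% of their 31-mers with other genes and are uncertain. In all 3 stage comparisons, 58 genes were called in the same direction on the deposited TPM (40 higher, 18 lower) and 108 after rescaling (49 higher, 59 lower).

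**Figure D3:**
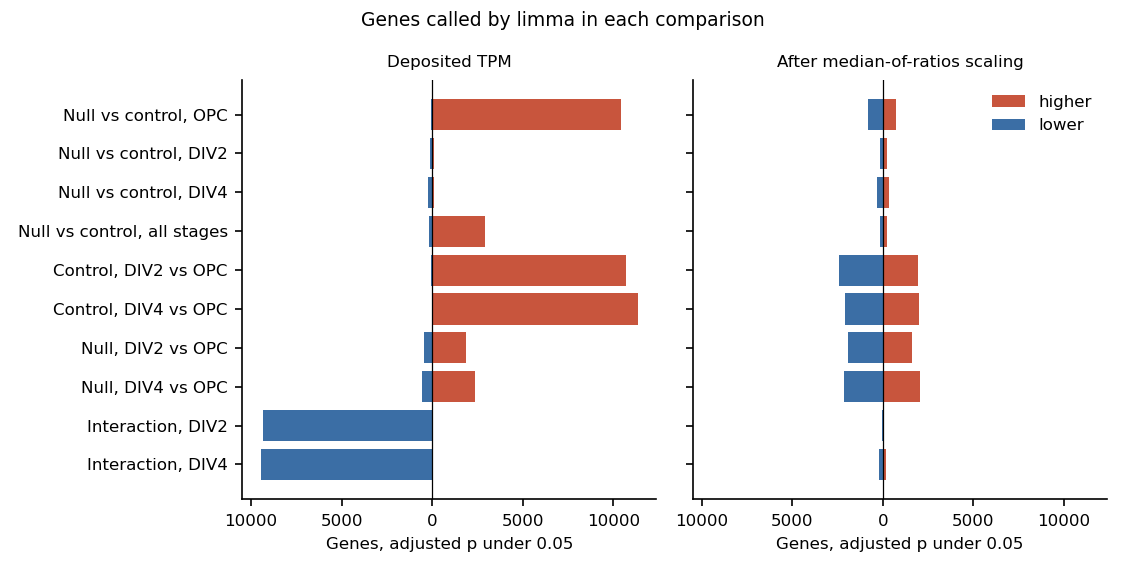
Number of genes with a limma adjusted p under 0.05 (horizontal axis) in each of 10 comparisons, higher to the right and lower to the left of 0, on the deposited TPM (left) and after median-of-ratios scaling (right). In OPCs 10407 genes are higher in null on the deposited TPM and 745 after rescaling.

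Differentiation was compared within each genotype. In control clones 10785 genes were called between OPC and DIV2 (median change 1.96) and 11364 between OPC and DIV4 (median change 2.01). After rescaling the counts were 4395 (1969 higher, 2426 lower) and 4072 (1982 higher, 2090 lower). In null clones 2297 genes were called at DIV2 (1845 higher, 452 lower, median change 0.32) and 2912 at DIV4 (2342 higher, 570 lower, median change 0.37). Their rescaled counts were 3538 (1614 higher, 1924 lower) and 4228 (2067 higher, 2161 lower). Fitted on only the 6 libraries compared, the rescaled counts fell to 2125 and 254 in control and rose to 4497 and 5426 in null. The counts of the genotypes thus depend on the spread shared over all libraries and are not directly comparable. With the clone as a fixed replicate block the deposited counts were 10874, 11438, 2224 and 2896, and the rescaled ones 4916, 4605, 3988 and 4755. Deviations of the same clone at 2 stages correlated at 0.11 on the deposited and 0.12 on the rescaled values, against -0.05 and -0.06 between different clones. The values between different clones largely follow from the others, since deviations cancel within a group. Over the 6 pairs of stages within a genotype the same-clone correlations ranged from 0.019 to 0.281 deposited and from 0.052 to 0.299 rescaled, highest for control DIV2 and DIV4. Of the rescaled calls, 2364 at DIV2 and 2249 at DIV4 were called in both genotypes in the same direction.

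Among the largest rises in control clones from OPC to DIV4 were the myelin genes Mbp (8.75, SE 0.87, limma adjusted p = 3.27e-07) and Mag (7.79, SE 0.35, adjusted p = 2.42e-10). After rescaling they were 6.47 and 6.50. Mbp (chromosome 18, 82475146 to 82585637) rose from 10.3 TPM ± 15.5 to 2579 ± 1734 (SD, n = 3). The largest falls were mmu-mir-6240 (-7.86), Lars2 (-7.77) and mmu-mir-6236 (-7.05). Each was also far higher in D6 than in the other null OPC libraries. For mmu-mir-6240 the values in null 3F, D6 and 7F OPCs were 2.23, 149.8 and 7.88 TPM. These falls cannot be told apart from the composition of the control OPC libraries.

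The interaction asks whether differentiation changed a gene differently in null and in control clones. It called 9366 genes at DIV2, 9331 of them lower, and 9481 at DIV4, 9443 of them lower, with median changes of -1.66 and -1.68. After rescaling 53 genes (28 higher, 25 lower) and 396 genes (197 higher, 199 lower) were called. With the clone as a fixed replicate block the counts were 9515 and 9674 deposited, and 93 and 546 rescaled, beside the same-clone correlations of 0.11 and 0.12. The rule named the rises Gm26825 (5.47), n-R5s136 (4.39) and Gm22357 (2.79) and the falls Gm25313 (-7.34), Pttg1 (-7.18) and Gm23158 (-6.99). Pttg1 (chromosome 11, 43420250 to 43426251) shares no 31-mers with other genes. It had 0.683 TPM ± 0.445 in control and 74.1 ± 24.5 in null OPCs, and 13.2 ± 6.83 and 3.39 ± 2.39 at DIV4 (SD, n = 3 each). Its interaction was -5.73 after rescaling (limma adjusted p = 0.000125). Gm22357 was listed at 0 in the 3 control DIV4 libraries. n-R5s136 was listed at 0 in all 6 DIV4 libraries, so its rise rests on its OPC values, 93.7 TPM ± 42.1 in control and 8.5 ± 13 in null (SD, n = 3 each). It is annotated as an rRNA gene and had 0, 23.4 and 2.09 TPM in null 3F, D6 and 7F OPCs. Its rise cannot be told apart from the composition of the OPC libraries. The other five genes share between 15% and 100% of their 31-mers with other genes and are uncertain.

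The score of the oligodendrocyte list was 1.52 ± 0.781 in control and 2.76 ± 0.182 in null OPCs, a difference of 1.24 (SD, n = 3, exact permutation p = 0.1). After rescaling the difference was 0.14 (n = 3, exact permutation p = 0.8). At DIV2 the score was 6.25 ± 0.1 in control and 5.45 ± 0.143 in null, a difference of -0.80 and -0.63 after rescaling (SD, n = 3, exact permutation p = 0.1 for both). At DIV4 it was 6.29 ± 0.218 and 4.99 ± 0.449, a difference of -1.30 and -1.10 after rescaling (SD, n = 3, exact permutation p = 0.1 for both). Each null clone lay below each control clone at DIV2 and DIV4 under both scalings, at the smallest p this design allows. The difference in the rise from OPC was -2.035 at DIV2 (n = 3, exact permutation p = 0.1), and -0.77 after rescaling (n = 3, exact permutation p = 0.4). At DIV4 it was -2.53 (n = 3, exact permutation p = 0.1), and -1.24 after rescaling (n = 3, exact permutation p = 0.2). The rescaled rises of control D7, D3 and E8 were 3.387, 2.115 and 3.645 at DIV2, and 4.215, 1.932 and 3.080 at DIV4. The highest null rise was 2.369 at DIV2 and 2.157 at DIV4, both in D6. Control D7 and E8 thus exceeded every null clone, and D3 did not. The rescaled OPC score of D3 was 3.370, against 2.350 and 2.175 in D7 and E8.

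The OPC list differed by 1.47 in OPCs (n = 3, exact permutation p = 0.1), and by -0.28 after rescaling (n = 3, exact permutation p = 0.1), with each null clone then below each control clone. Its differences at DIV2 and DIV4 were -0.25 and -0.24 (n = 3, exact permutation p = 0.4 and 1), and -0.10 and -0.07 after rescaling (exact permutation p = 0.8 and 1). The glycosaminoglycan and lysosome list differed by 1.2 in OPCs (n = 3, exact permutation p = 0.1), and by 0.06 after rescaling (n = 3, exact permutation p = 0.4). Its differences at DIV2 and DIV4 were 0.02 and -0.11, within the spread between clones (n = 3, exact permutation p = 0.8 and 0.9), and 0.16 and 0.04 after rescaling (exact permutation p = 0.2 and 0.8). The cell-cycle list differed by 2.61 in OPCs (n = 3, exact permutation p = 0.1), and by 0.78 after rescaling (n = 3, exact permutation p = 1). Its rescaled OPC scores were 5.44, 2.11 and 5.28 in control D7, D3 and E8. Those of null 3F, D6 and 7F were 5.14, 5.16 and 4.87. The positive rescaled difference thus came from control D3, since D7 and E8 lay above every null clone. The cell-cycle differences at DIV2 and DIV4 were 0.6 and -0.78 (n = 3, exact permutation p = 0.2 and 0.3). After rescaling they were 0.63 and -0.58 (n = 3, exact permutation p = 0.2 and 0.1), and at DIV4 each null clone lay below each control clone. These are 12 differences under each scaling, of which 6 deposited and 4 rescaled had the smallest possible p of 0.1. The changes from OPC were tested as well. For 6 further lists, named in the processing part, 5 of 18 differences had this p on the deposited TPM, 4 of them in OPCs, and 3 of 18 after rescaling. No score could pass a threshold of 0.05.

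**Figure D4:**
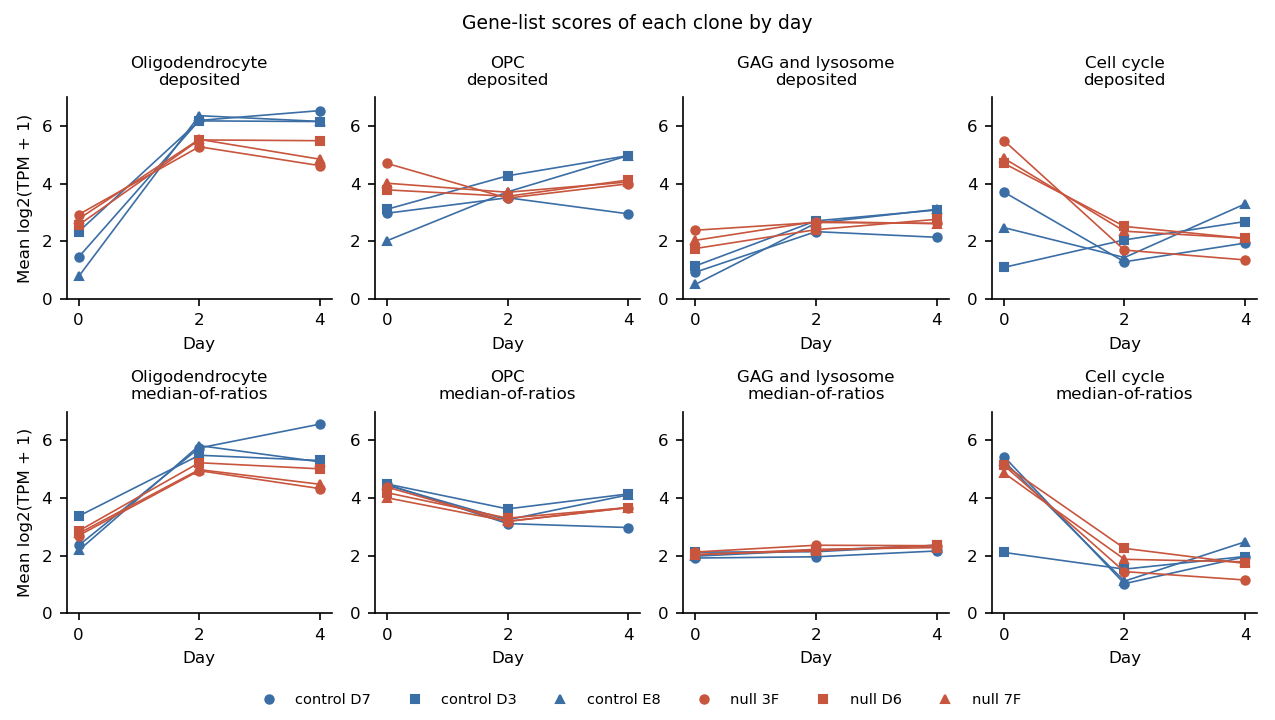
Mean log2(TPM + 1) of 4 gene lists (vertical axes) by day in culture (0, 2 and 4), 1 line per clone, deposited (top) and rescaled (bottom). The oligodendrocyte score of every null clone lies below that of every control clone on days 2 and 4.

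Of 23 tested oligodendrocyte genes, limma called 15 in OPCs, all higher in null, and 15 over the list alone. After rescaling it called 1 gene, lower in null, and none over the list alone. At DIV2 it called 3 genes, all lower, when adjusted over all genes and 4 when adjusted over the list alone. At DIV4 it called 4, all lower (Mog, Mobp, Gpr37 and Trf), and 8 over the list alone. After rescaling the DIV4 counts were 3 and 6. Mog (chromosome 17, 37010743 to 37023398) changed by -2.63 at DIV4 (SE 0.59, limma adjusted p = 0.02), and by -2.44 after rescaling (adjusted p = 0.0647). Mbp changed by -3.09 (SE 0.87, adjusted p = 0.0721) and was not called, nor was Myrf (-0.85, adjusted p = 0.46). Of 14 tested glycosaminoglycan and lysosome genes, 13 were called higher in null OPCs on the deposited TPM, and Gusb was not called. After rescaling 2 were called in OPCs, Hgsnat higher and Gusb lower, and Hgsnat was named after its value was seen. Gusb alone was called over all genes at DIV2 and at DIV4, under both scalings. Over the list alone 2 genes were called at DIV2 and 1 at DIV4, and 3 at each stage after rescaling. Of 18 tested OPC-list genes, none was called at DIV2 or DIV4 on the deposited TPM, over all genes or over the list alone. After rescaling Olig1 was called lower at DIV4 under both adjustments; it was named after its value was seen. Pdgfra and Cspg4 changed by 1.96 (adjusted p = 0.0351) and 0.54 (adjusted p = 0.351) in OPCs, and by -0.16 (adjusted p = 0.913) and -1.41 (adjusted p = 0.0344) after rescaling. In OPCs 13 genes of the OPC list were called on the deposited TPM, all higher, and 2 after rescaling, Cspg4 and Megf11, both lower; Megf11 was named after its value was seen. All 24 cell-cycle genes were called higher in null OPCs on the deposited TPM, and none after rescaling, under either adjustment.

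Calls were not evenly spread over the genome, a comparison chosen after the values were seen. Chromosome 11 held 8.2% of the tested genes. On rescaled values it held 16.5%, 26.8% and 27.4% of the genes called higher in null at the OPC stage, DIV2 and DIV4. Over 561 genes of chromosome 11, the median difference of null from control was 0.35, against -0.09 to 0.09 for the other autosomes. By clone, the median deviation from the mean of the 6 clones was 0.12, -0.32 and -0.30 in control D7, D3 and E8. It was 0.18, 0.16 and 0.17 in null 3F, D6 and 7F. The shift thus came from control D3 and E8, while control D7 lay near the null clones, so it followed clones and not genotype alone. Pttg1 and Gm26316 lie on this chromosome, but their changes in OPCs were larger.

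**Figure D5:**
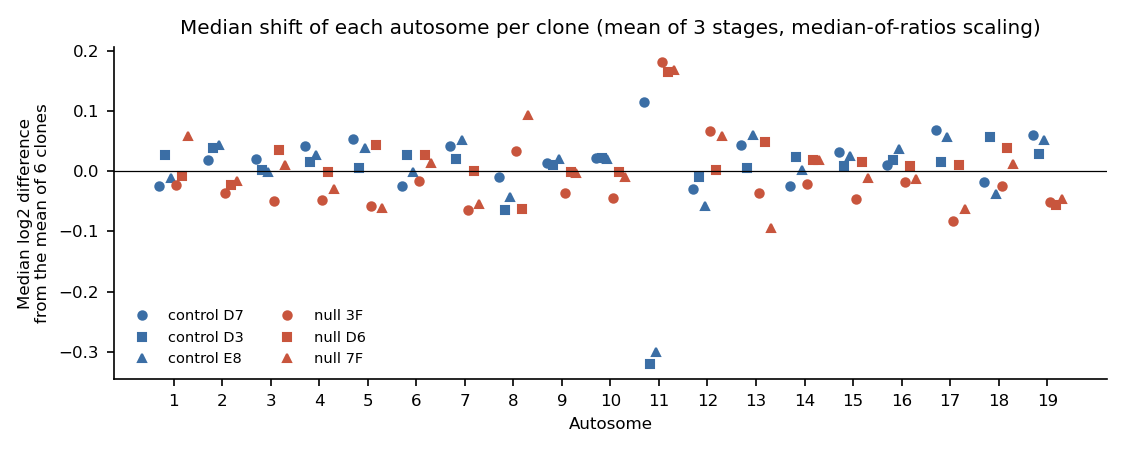
Median log2 deviation of each clone from the mean of the 6 clones (vertical axis) for genes of each of the 19 autosomes (horizontal axis), averaged over 3 stages after median-of-ratios scaling, 1 point per clone. On chromosome 11 control D3 and E8 lie at -0.32 and -0.30 and the other clones between 0.12 and 0.18.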

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

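All tests in this part except one were chosen after the result they bear on was seen. The exception is the test of sequence shared between the Thap1 transcripts.

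The interaction of genotype and stage stood out because the test of the difference itself called most genes: 9366 at DIV2 and 9481 at DIV4 on the deposited TPM. A candidate explanation is that a few features, 3 in number, take most of the TPM of the control OPC libraries, which lowers all other genes there. After median-of-ratios scaling 53 and 396 genes were called. That scaling centres the genes whatever the cause, so these counts cannot tell. With the 3 features taken out and the rest brought back to the same total, the median change of the tested genes went from -1.66 and -1.68 to -0.33 and -0.36, so most of the shift follows from their share. For protein-coding transcripts alone, which leaves out these features, 238 and 250 genes were called, 5.5% and 7.2% of them higher. This scaling was not free of the composition shift, since Lars2 alone held 13.9% to 42.5% of the protein-coding TPM in control OPC libraries. GC content or transcript length bias was weighed for the rescaled calls. After a correction for both, 22 of the 53 and 74 of the 396 genes were still called in the same direction. With the clone as a fixed block in both fits, it was 17 of 93 and 146 of 546 genes. Most calls at each stage were thus lost under this correction, so the bias may account for many of them and remains open, while the genes still called are not fully explained by it. A biological difference in the course of differentiation cannot be told apart from these technical explanations.

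The real split of the 6 clones gave the most genes for both interactions, deposited and rescaled: 1 of the 10 splits, the real one, gave as many genes. The largest count from another split was 4 deposited and 2 rescaled, both for DIV4. With 10 splits the share cannot fall below 0.1, so this design cannot rule out an effect of single clones.

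The score of the OPC list rose from OPC to DIV2 in every control clone and fell in every null clone on the deposited TPM. The changes differed by -1.71 (n = 3, exact permutation p = 0.1, the smallest possible). The same few features may account for this pattern. After median-of-ratios scaling the score fell in every control clone, with a mean change of -1.14. The scaling raises all genes of the control OPC libraries together, so this fall does not test the cause. The difference between genotypes was then 0.18 (n = 3, exact permutation p = 0.4). The rescaled difference lay within the spread between clones, which does not show that it is absent.

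The Thap1 retained-intron transcript carried signal in the null clones above the control level, and the gene comparisons do not use it on its own. It had 10.1, 10.2 and 9.5 TPM in null at the OPC stage, DIV2 and DIV4. Scaling of the libraries does not account for it at DIV2 and DIV4: after median-of-ratios scaling the lowest null value was still at least 1.28 times the highest control value. Reads shared with the coding transcript could contribute, since 52.9% of its 31-mers also occur in the coding transcripts. That share says nothing of how reads were in fact assigned. A change in the RNA made from Thap1 in the null clones is a biological possibility that cannot be told apart from this explanation. How the null clones were made was not analysed here.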

How the results depend on the processing

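No further tests of explanations were run in this part, and the alternatives chosen after the data were seen are those on rescaled values and on protein-coding transcripts alone. The cause of a change was not tested unless a value is given. Depth is unknown, and its effect on the results of this part was not assessed.

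Counts of called genes changed by more than 1.5 times under 31 of 102 alternatives to the deposited TPM, and under 21 of 48 alternatives on rescaled values, apart from leaving out a clone. Median-of-ratios scaling gave 1535, 365 and 653 genes between genotypes in OPCs, at DIV2 and at DIV4, and 426 over all stages. It gave 4395 and 4072 genes for control DIV2 and DIV4 against OPC, 3538 for null DIV2, and 53 and 396 for the interactions at DIV2 and DIV4. Quantile normalization gave 1615, 396, 930 and 482 genes between genotypes, in the same order, 4294, 4136 and 3550 for the same stage changes, and 45 and 568 for the interactions. Protein-coding transcripts alone gave 2751 genes in OPCs, 442 over all stages, 6117 and 6125 for the control changes, 4721 for null DIV4 and 238 and 250 for the interactions.

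These scalings moved the median change of all genes, and the changes are relative to it. In OPCs it was 1.5 deposited, 0.03 after median-of-ratios scaling, -0.06 after quantile normalization and 0.43 for protein-coding transcripts. The share of calls higher in null was 99.6%, 48.5%, 37% and 93.7%. At DIV2 it was 42.9%, 57.3%, 53.5% and 48.1%, at DIV4 32.1%, 52.1%, 58.5% and 60.2%, and over all stages 95.1%, 58%, 53.5% and 74%. For the stage changes the deposited share of rises was 99.3%, 99.7%, 80.3% and 80.4%, against 44.8%, 48.7%, 45.6% and 48.9% after median-of-ratios scaling and 48.1%, 43.1%, 55.6% and 55.1% after quantile normalization. For protein-coding transcripts it was 90.5%, 94.8%, 71.3% and 81.1%. For the interactions it was 0.4% deposited for both, 52.8% and 49.7% after median-of-ratios scaling, 55.6% and 68.8% after quantile normalization, and 5.5% and 7.2% for protein-coding transcripts. The change of the shares comes with the shift of the median.

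On the deposited TPM, a pseudocount of 0.1 gave 128 genes at DIV2. A mean of 5 TPM gave 104 at DIV2 and 227 at DIV4. A fit on only the 6 libraries compared gave 70 at DIV4. Over all stages no filter gave 684 genes and a log2 change of at least 1 gave 891. On rescaled values, a fit on only the 6 libraries gave 258 genes in OPCs, 183 at DIV4, and 2125 and 254 for control DIV2 and DIV4 against OPC. A log2 change of at least 1 gave 556, 231 and 382 genes between genotypes, 257 over all stages, 2027 and 1796 for the control changes, 1606 and 2024 for the null changes and 251 for the DIV4 interaction. The correction for length and GC content gave 833 genes in OPCs and 25 and 84 for the interactions, or 17 and 172 with the fixed block. On rescaled values, the random block gave 165 and 672 genes for the interactions, and the fixed block 93 for DIV2.

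When each clone was left out in turn, the deposited counts ranged from 8643 to 10687 in OPCs, 74 to 307 at DIV2, 104 to 1043 at DIV4 and 376 to 6413 over all stages. They ranged from 9854 to 11097 and 9775 to 11793 for the control changes, 760 to 1427 and 948 to 2134 for the null changes, and 6289 to 10202 and 6316 to 10903 for the interactions. On rescaled values the ranges were 350 to 2412, 109 to 663, 113 to 1135 and 85 to 1159 between genotypes, in the same order. They were 2695 to 4696 and 2462 to 4514 for control, 1460 to 1828 and 2215 to 2598 for null, and 10 to 303 and 12 to 1209 for the interactions.

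No list score could pass 0.05, so only its direction could change, which it did under 7 of 60 alternatives. The OPC list reversed in OPCs under median-of-ratios scaling (-0.28), and at DIV4 as a median over the list (0.12) and for protein-coding transcripts (0.07). The glycosaminoglycan and lysosome list reversed at DIV2 with a pseudocount of 0.1 (-0.04) and as a median (-0.39). At DIV4 it reversed under median-of-ratios scaling (0.04) and for protein-coding transcripts (0.08). Leaving out a clone gave -0.91 to 0.1 for the OPC list at DIV4, and -0.09 to 0.11 and -0.43 to 0.05 for the glycosaminoglycan and lysosome list at DIV2 and DIV4. The oligodendrocyte and cell-cycle differences kept their direction under the alternatives run, though leaving out a clone gave -1.14 to -0.46 for the cell-cycle list at DIV4. Clones were left out for the deposited scores only, so the rescaled scores were not tested in this way. The 3 summed Thap1 coding-transcript differences kept their direction under the alternatives run, and their exact tests could not pass 0.05.

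Named-gene comparisons reversed under 26 of 365 alternatives, and 36 others became weaker and 3 stronger, apart from leaving out a clone. Thap1 reversed for protein-coding transcripts, to -1.93, -1.85 and -2.25 in OPCs, at DIV2 and at DIV4, since the retained-intron transcript is then not counted. Under median-of-ratios scaling and quantile normalization, Pdgfra reversed in OPCs (-0.16 and -0.33) and from OPC to DIV4 in control (-1.91 and -1.74, and -1.19 for protein-coding transcripts). Under these 3 scalings in order, Cspg4 reversed in OPCs (-1.41, -1.36 and -1.06), from OPC to DIV4 in control (-2.23, -2.19 and -1.73) and in the DIV4 interaction (1.72, 1.65 and 1.57). Mbp reversed in OPCs (-0.45, -0.48 and -0.03) and Mog at DIV2 (0.06, 0.06 and 0.03). Cspg4 at DIV2 was 0.04 under median-of-ratios scaling and 0.04 for protein-coding transcripts, and Mog in OPCs was -0.13 after quantile normalization.

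Leaving out a clone reversed named-gene comparisons in 14 of 426 fits, and 22 others became weaker and 7 stronger. The ranges were -0.15 to 0.29 for Thap1 at DIV4, -0.19 to 2.31 for Pdgfra and -0.47 to 1.33 for Cspg4 from OPC to DIV4 in control. They were -0.24 to 0.19 and -0.56 to 0.67 for Cspg4 at DIV2 and DIV4, -1.44 to 0.36 for its DIV4 interaction and -0.83 to 0.35 for Mog at DIV2.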

Other observations

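All tests in this part were chosen after the result was seen, except the one on null D6 and its ribosomal RNA share.

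Nearly all genes called between genotypes in OPCs on the deposited TPM were higher in null. A candidate explanation is that a few features take most of the TPM of the control OPC libraries. After median-of-ratios scaling 48.5% of the calls were higher in null. The scaling centres the genes whatever the cause, so this share is no test of the explanation. The features other than these 3 held 24.2% of the TPM in control OPCs and 87.8% in null OPCs. With the 3 features taken out and the rest brought back to the same total, the median change of the tested genes went from 1.5 to 0.19, so most of the shift follows from their share. TPM is relative, so it cannot be told apart whether these features were more abundant in control or all other RNA less abundant.

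Incomplete removal of ribosomal RNA may be why these features fill the control OPC libraries. The ratio of mitochondrial ribosomal to mitochondrial protein-coding RNA was 9.78, 3.84 and 36.4 in control D7, D3 and E8 OPCs. The lowest of these, 3.84, exceeded the highest of the other 15 libraries, 1.28. All control OPC libraries had this load, so a batch of library preparation and the genotype cannot be told apart at the OPC stage. Lars2 held 13.9% to 42.5% of the protein-coding TPM in these libraries and 0.00376% to 3.83% in the other libraries. Scaling to protein-coding transcripts alone still called 2751 genes, 93.7% of them higher in null. With Lars2 at this share of the scaled total, that scaling did not remove the load either.

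Rescaling may not remove the effect of this load on the OPC genotype calls. Of the 1535 rescaled calls, 648 were called in the same direction after correction for GC content and transcript length, so that bias remains open for the rest. Null D6 carried 34.8% of its TPM in the 3 features. If the share of ribosomal RNA in the library shaped the calls, its genes would lie toward the control side. Its slope toward the control side was 0.137, against 0.0074 for null 3F and -0.144 for null 7F. The slopes of the 3 clones sum to about 0 by construction, and D6 would be highest by chance in 1 of 3 cases. Many rescaled OPC genotype calls therefore cannot be told apart from an effect of library composition. The composition of the OPC libraries alone does not explain the 108 genes that were also called in the same direction at DIV2 and DIV4.

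For the comparisons of groups, 1 of 10 splits of the 6 clones, the real one, gave as many genes for each genotype comparison. The same held for 1 of 4 swaps of the stages within clones for each stage comparison. Both held on deposited and rescaled values. The largest count from another split was 54, for the rescaled OPC genotype comparison. These shares cannot fall below 0.1 and 0.25, so the splits cannot exclude chance.

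Genes of chromosome 11 were higher in null than in control by a median of 0.35, and control D3 and E8 were the lowest clones. Scaling of the libraries does not account for this, since the largest shift of another autosome was 0.092. GC content or transcript length bias does not either, since the shift was 0.387 after correction. A copy number difference of chromosome 11 between clones is a candidate explanation. On each side of the median gene position, and at each stage, D3 and E8 were lowest, and the range over the 6 clones was at least 0.474. These clones were picked from the same values, so the pattern cannot be told apart from this explanation, nor can effects of genotype of this size on these genes. For comparison, 3 copies against 2 would give 0.58. DNA of the clones was not analysed here.

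The 4 Y chromosome genes Ddx3y, Eif2s3y, Uty and Kdm5d, a list fixed in advance but chosen for this part after their values were seen, summed to 1.43, 1.49 and 0.628 TPM in null 3F at the OPC stage, DIV2 and DIV4. The other clones ranged from 3.77 TPM in control E8 OPCs to 127 TPM in control E8 at DIV2. Kdm5d shares 10.3% of its 31-mers with other genes and is uncertain. If clone 3F is female, Xist should be high, but its highest value in 3F was 0.0424 TPM. Low depth of the 3F libraries is unlikely to be the cause. Of 8256 autosomal genes of like abundance, 0.484% were under 0.1 of the median of the 6 clones in 3F, against 0.606% to 1.27% in the other clones. A loss of the Y chromosome in this clone is a hypothesis that was not tested on DNA. No biological explanation by genotype was tested, since the pattern is in 1 clone.

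Large genotype changes over all stages may partly come from reads shared between paralogs or pseudogenes. Of the genes called after rescaling with an absolute log2 change of at least 2, 87 (96.7%) had a value for shared 31-mers. Of these 87 genes, 58.6% share at least 10% of their 31-mers with another gene. Among all 12788 genes with a value the share was 20.1% (Fisher's exact test, two-sided, p = 3.3e-15, across genes, which are not independent). For Rpl3-ps1 and Rpl34-ps1, reads of the parent gene may have been counted for its pseudogene. After median-of-ratios scaling parent and pseudogene moved in opposite directions at each stage, and their sum changed by at most 0.299 on the log2 scale. On the deposited TPM the sums rose by 2.04 and 2.13 in OPCs, where Rpl3 rose together with Rpl3-ps1, and fell by 0.375 and 0.547 at DIV4. The limit for this sum was set after approximate sums had been seen, so the test does not decide it. A sequence variant that differs between the clones would give the same pattern and was not tested.

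Some values of single control clones are given without an explanation. The rescaled cell-cycle score of control D3 OPCs was 2.11, against 5.44 and 5.28 in control D7 and E8, and these are the control values of the OPC cell-cycle comparison. Gfap in control D7 was 0.168 TPM at DIV4, against 203.1 and 479.6 TPM in D3 and E8. Hexa in control D7 was 2.75 TPM at DIV4, against 39.5 and 49.1 TPM in D3 and E8, and it belongs to the glycosaminoglycan and lysosome list. These genes and clones were chosen after their values were seen.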
